A study of Mus musculus with 4 samples. Its data were reported in "St18 specifies globus pallidus projection neuron identity in MGE lineage" (2022).

How the data were processed

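Single-cell RNA sequencing (10x Genomics) had been performed on MGE of e14.5 mouse embryos, with 2 libraries labelled St18 (−/−) and 2 labelled WT. Per the labels, MGE of genotyped embryos from heterozygous parents was pooled by genotype before dissociation. The number and sex of the embryos in each pool were not stated. The authors aligned and quantified the reads with Cell Ranger, and deposited for each library a raw matrix of UMI counts per gene and barcode, neither normalized nor filtered for cells. Per the file headers the counts were written by Cell Ranger 4, while the study's methods name a later version, and the genome build was not stated. Gene identifiers were matched to the GENCODE M21 annotation (GRCm38), where 99.6% were found, and positions were taken from there. Replicate numbers were given in the order of the samples, since the labels carry none.

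Cells were called because the matrices held all barcodes. In each library, the UMI threshold was the 99th percentile of the top 3000 barcodes divided by 10, which gave 3664.2 and 4274.5 UMIs in null replicates 1 and 2 and 2094.4 and 1957.2 in WT replicates 1 and 2. Cells needed at least 200 genes and at most 10% mitochondrial UMIs, the limits of the study's methods. Doublet scores were computed with Scrublet in scanpy 1.11.5 with 30 principal components. Its own threshold called 3.42%, 0.251%, 0.0202% and 0.153% of the cells in the 4 libraries (null replicates 1 and 2, then WT replicates 1 and 2, as in all lists of 4 here) and was not used. The cells with the highest scores were left out instead, at 0.8% per 1000 cells called, which removed 319, 103, 197 and 166 cells. The called cells held 58.6%, 47.2%, 46.9% and 42.1% of the UMIs of the 4 libraries. Barcodes with under 100 UMIs were taken as background droplets.

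Clustering followed the study's methods as far as these state it, in Seurat 5.3.0 with R 4.3.3 and Matrix 1.6.5. Counts were log-normalized, 2000 variable genes were chosen, the difference of S and G2M scores was regressed out, and cells were clustered on 49 principal components by the Louvain method at a resolution of 1.4. Clusters were called neuron-like or progenitor-like from 7 neuron and 10 progenitor markers fixed before the data were examined, with lists for 7 non-neural classes beside them, and are called neurons and progenitors for short. The larger mean score of the standardized markers decided between neuron and progenitor. At least 3 markers of that class then had to be detected in 25% of the cluster's cells, with no limit on fold. Non-neural, pallial, LGE and CGE names needed at least 3 markers detected in 25% of cells with a log2 fold of 1 over the other cells. The 77, 65, 74 and 98 cells of the 4 libraries that fell in other classes (erythroid, microglia and oligodendrocyte precursor) were left out. Neurons and progenitors were then clustered again separately with the same settings. In the first clustering, no neuron or progenitor cluster had more markers of another class than of its own among its 10 leading genes. After the second, 3 neuron clusters had progenitor markers ahead among their leading genes, with 18.9%, 13.9%, 16.1% and 15.7% of the neurons of the 4 libraries, and 1 progenitor cluster had neuron markers ahead. These clusters are left unnamed, were kept in the class of the first clustering, and were left out in an alternative. Clusters go by number.

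Counts were summed per library and class, and the libraries, not the cells, were the replicates. Null was compared with WT over all 4 libraries without covariates. The test was edgeR 4.0.16 with TMM normalization, filterByExpr, the quasi-likelihood F-test and Benjamini-Hochberg adjustment, two-sided, at an adjusted p of 0.05. Cells per cluster were tested with edgeR's quasi-likelihood test, with the library's neurons or progenitors as library size and no trend. The share of progenitors was compared with a two-sided exact permutation test. Shares of single libraries have exact Clopper-Pearson intervals and CPM values of single libraries exact Poisson intervals, at a level of 95%, and a count of 0 is read as under 3 counts. Figures and tests on single values used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

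The genes named were fixed by a rule before the data were examined: the 14 genes of the study's text listed beforehand (St18, Myt1, Myt1l, Cbx7, Maf, Zeb2, Epha4, Ackr3, Erbb4, Mef2c, Ccnd2, Apc, Nkx2-1 and Rnd2), Xist with 4 Y-linked genes, and in each class up to 5 genes per direction with the largest change among those past the threshold, with a mean of at least 10 CPM in the higher genotype and both null libraries on the same side of both WT libraries. A gene that met the rule is not reported here by name, though counts of genes include it. Clusters were named when past the threshold, or with over 5% of the cells of a genotype and an at least 2-fold difference of mean shares. Clusters of other clusterings were matched by the Jaccard index of their cells, with a minimum of 0.2.

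Alternatives fixed beforehand were DESeq2 1.42.0, RLE size factors, no filter on low counts, each library left out in turn, other limits on UMIs (at least 500), genes (at least 1000) and mitochondrial share (at most 5%), no doublets left out, equal cells per neuron cluster, clusters with pallial, LGE or CGE markers left out, resolutions of 0.8 and 2, 30 principal components, no cell cycle regression, RPCA integration, variable genes without those differing, cells thinned to equal median UMIs, TMM on cluster counts, and Fisher's exact test over pooled cells, where the limit of 5% applies to the cells of both genotypes together. Alternatives added after the data were seen were the highest and the lowest of the 4 UMI thresholds for all libraries, the highest threshold together with thinning, male cells only, clusters led by markers of the other class left out, and library totals alone in place of TMM factors. For the trend with gene length, a loess curve (span 0.3) of each library's log2 expression against transcript length was subtracted.

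The tests were tested on simulated data drawn from the means and library sizes of these libraries. With 200 genes changed by a log2 of 2, edgeR recovered 94% of them among 13430 genes for neurons and 97.5% among 13458 genes for progenitors, with 2.59% and 12.2% false calls. DESeq2 recovered 86.5% and 95%. For clusters changed 4-fold, 96% were recovered in simulated neurons and 98% in simulated progenitors. The spread of these simulated clusters was a fixed setting and was not taken from the libraries. These rates are therefore not the power reached here. In the data, neuron cluster 3 was 8.98-fold smaller in null and not past the threshold (adjusted p = 0.137, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Simulated neurons with a length trend and no other difference had 21.0% of 13392 genes at an unadjusted p under 0.05, and 5.29% after the length correction. They were given less spread than these libraries and the same linear trend in both null libraries.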

Results

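Single-cell RNA sequencing with 10x Genomics droplets was performed on the medial ganglionic eminence (MGE), a proliferative zone of the ventral embryonic forebrain, of e14.5 mouse embryos. Per the labels, 4 libraries were made from pooled embryos of heterozygous parents on a mixed C57/BL6 and ICR background, 2 labelled St18 (−/−), called null here, and 2 labelled WT. St18 encodes a zinc finger transcription factor. The comparison of null with WT asks whether loss of St18 changes which neurons and progenitors the MGE holds and which genes they express. Libraries are named by their label throughout, because St18 itself went against the label in null replicate 2.

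The raw matrices held 92984713 unique molecular identifiers (UMIs) in the library labelled null replicate 1 and 89094919 in null replicate 2. The libraries labelled WT held 72640295 UMIs in replicate 1 and 70991150 in replicate 2. A filter of at least 200 genes and at most 10% mitochondrial UMIs left 137613 barcodes in the libraries labelled null and 147015 in those labelled WT. With a UMI threshold per library on top, 6313 and 3586 cells were called in null replicates 1 and 2, with a median of 7202 and 9793.5 UMIs per cell. In WT replicates 1 and 2, 4962 and 4562 cells were called, with a median of 6058.5 and 5840 UMIs. After the cells with the highest doublet scores were left out, 9477 cells labelled null and 9161 labelled WT remained. Of these, 5120 null and 5263 WT cells fell in neuron-like clusters, and 4215 null and 3726 WT cells in progenitor-like clusters. Summed over neurons, the libraries held 13640916 to 21097306 UMIs, and summed over progenitors 13443356 to 27763061. For genes with at least 10 counts, the chi-square per degree of freedom between replicates was 54.9 for null and 5.32 for WT, where counting error alone gives about 1, so the null replicates differed from each other more than the WT replicates did. Expression in CPM (counts per 1e6) is given as the UMIs of a gene scaled to the UMIs of the class in that library, without the TMM factors that enter the fold changes. Intervals cover counting error only.

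The targeted gene was examined first, as a check of the labels. The study describes a transcript that persists from the deleted allele, so the transcript is a partial check. St18 (ENSMUSG00000033740) is a protein-coding gene on chromosome 1, from 6487231 to 6860940 in the GENCODE M21 annotation (GRCm38), and all positions below come from that annotation because the build behind the matrices was not stated. In neurons, St18 was at 25 CPM in null replicate 1, 77.8 in null replicate 2, 43.7 in WT replicate 1 and 57.0 in WT replicate 2. The null library with the higher level was thus above both WT libraries and the other null library was below both. The mean was 51.4 ± 37.3 CPM in null and 50.3 ± 9.38 in WT (SD, n = 2 each). The log2 fold change of null over WT was −0.14 (SE 0.37), which did not exceed the spread between replicates (adjusted p = 0.872, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The mean CPM and the fold change differ in sign because TMM scaling lowers the change of all genes in neurons, by a median log2 of 0.15; without it the log2 fold change was 0.026, so no direction is read from St18 in neurons. In progenitors, St18 was at 15.7 and 47.2 CPM in null replicates 1 and 2 and at 31.2 and 39.9 CPM in WT replicates 1 and 2. The means were 31.5 ± 22.3 and 35.6 ± 6.21 CPM (SD, n = 2 each), with a log2 fold change of −0.42 (SE 0.39, adjusted p = 0.584, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). A single library decided both values. Without null replicate 2 the log2 fold change was −1.10 in neurons and −1.31 in progenitors, and without null replicate 1 it was 0.46 and 0.15. In neurons both values were past the threshold in opposite directions, with an adjusted p of 0.00273 and 0.0274 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).

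Xist and 4 Y-linked genes were read as a check of the sex of the pools. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, a long non-coding RNA) was at 598 and 1468 CPM in neurons of null replicates 1 and 2. In neurons of WT replicates 1 and 2, it had 4 and 1 UMIs. At least 3 Xist UMIs were found in 36.2% of neurons and progenitors in null replicate 1, in 67.7% in null replicate 2, and in 0 of 4691 and 0 of 4298 cells in WT replicates 1 and 2. The summed Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d were at 106 and 60.9 CPM in null replicates 1 and 2 and at 171 and 166 CPM in WT replicates 1 and 2. In the fit across genes, each of the 4 Y-linked genes was lower in null neurons and in null progenitors, with none past an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The direction of Uty in progenitors flipped, to a log2 fold change of 0.14, when male cells alone were compared.

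Cells were then classed as female (at least 3 Xist UMIs and no Y-linked UMI) or male (at most 1 Xist UMI and at least 1 Y-linked UMI), a split chosen after the St18 values were seen. In null replicate 2, St18 was at 98.3 CPM in female neurons (95% exact Poisson interval 92.8 to 104) and at 30.4 CPM in male neurons (25.2 to 36.5). Null replicate 1 had 21.8 CPM in female neurons (18.4 to 25.6) and 30 CPM in male neurons (26.4 to 33.8). Male neurons of WT replicates 1 and 2 had 47.1 CPM (42.8 to 51.7) and 64.2 CPM (58.8 to 70.0). In progenitors of null replicate 2, the female cells had 61.8 CPM and the male cells 17.9, against 33.8 and 42.1 CPM in male progenitors of WT replicates 1 and 2. The female-to-male ratio of St18 in null replicate 2 was 3.23 in neurons (95% interval 2.67 to 3.94) and 3.46 in progenitors (2.80 to 4.32). In null replicate 1 the ratio was 0.726 (0.589 to 0.893) and 0.719 (0.569 to 0.904). These comparisons within a library have no replicates and carry no test.

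**Figure D1:**
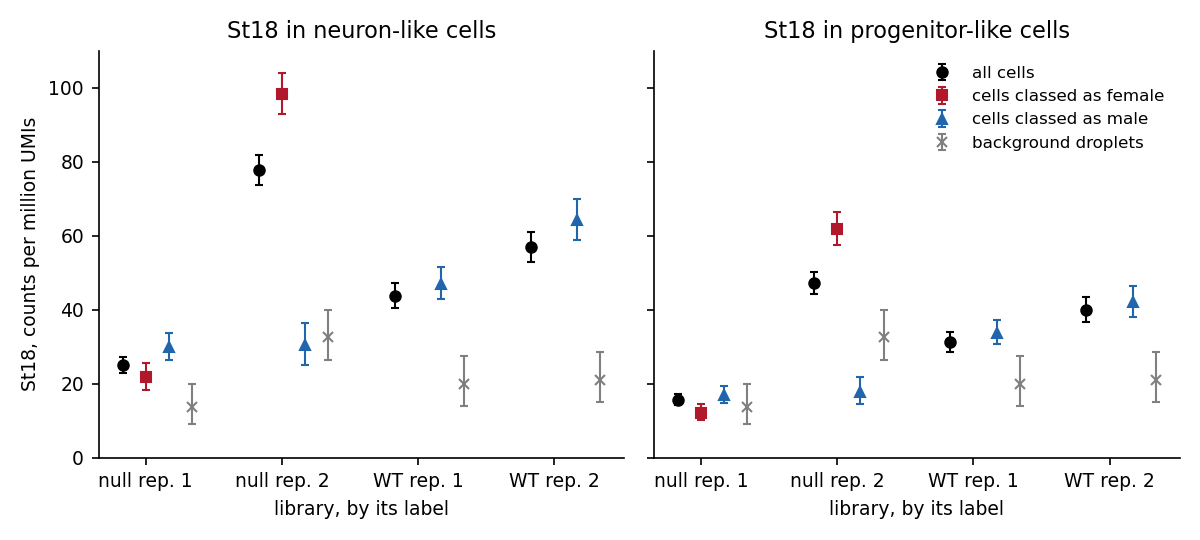
St18 in CPM in neurons and progenitors of each library, over all cells and in cells classed as female or male, with 95% exact Poisson intervals that cover counting error only. In null replicate 2 the female neurons were at 98.3 CPM and the male neurons at 30.4 CPM.

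Gene expression in neurons was compared between genotypes to find which genes differ when St18 is lost. Of 13595 genes tested on summed counts, 9 were past an adjusted p of 0.05, 4 higher and 5 lower in null (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 2386 genes, or 17.6% of those tested, 998 higher and 1388 lower. With library totals alone in place of TMM, 616 of 3160 such genes were lower, so the balance of directions depends on the scaling. DESeq2 called 324 genes, 54 higher and 270 lower, of which 6 were among the 9. The alternative that moved the count most was leaving out null replicate 1, which gave 3010 genes. When 3 neuron clusters led by progenitor markers were left out, 110 genes were past the threshold. The higher genes were Xist, its antisense gene Tsix, Gm43727 and Gm35082. Tsix (ENSMUSG00000085715, chromosome X, 103431517 to 103484957) overlaps Xist and is uncertain, because the use of strand in counting was not stated. Tsix was at 55.6 and 151 CPM in null replicates 1 and 2, with 2 and 1 UMIs in WT replicates 1 and 2. The adjusted p of the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment was 2.18e-05 for Xist and 0.000465 for Tsix, and their fitted fold changes depend on the prior count because the WT libraries held so few UMIs. Gm43727 (ENSMUSG00000106202, chromosome 5, 5304356 to 5307002) is annotated inside an intron of another gene and its counts are uncertain for that reason. Its log2 fold change was 1.46 (SE 0.18), with 11 and 10.8 CPM in null against 3.71 and 3.45 CPM in WT (adjusted p = 0.0247, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Gm35082 was too low for the rule by which genes were named (5.45 and 9.53 CPM in null, 2 and 1 UMIs in WT) and was added after its values were seen.

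Of the 5 genes lower in null neurons, Gbx2 (ENSMUSG00000034486, chromosome 1, 89927956 to 89931179, protein-coding) had the largest change. It was at 6.40 and 6.79 CPM in null replicates 1 and 2 and at 13.3 and 17.2 CPM in WT replicates 1 and 2, a log2 fold change of −1.35 (SE 0.17, adjusted p = 0.0247, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With equal numbers of cells of each neuron cluster, its log2 fold change was −0.34 and no longer past the threshold, and Gm43727, Gm17750 and Gm2000 lost their call as well. With male cells only, Gm35082 alone was called. Gm17750 (ENSMUSG00000098087, chromosome 13, 84025297 to 84064772, a long non-coding RNA) was at 310 and 299 CPM in null and 502 and 533 CPM in WT, a log2 fold change of −0.91 (SE 0.12, adjusted p = 0.0383, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without WT replicate 2, Gm17750 had an adjusted p of 0.0888 in the same test (2.35e-08 to 0.132 over all alternatives), and it was the only one of the genes named here by the rule to lose its call when a library was left out. Rpl9-ps6 and Gm2000, also lower in null, are uncertain, because reads of such genes can be shared with near-identical copies elsewhere in the genome. Their log2 fold changes were −1.06 and −1.02. With null replicate 2 at odds with its label in St18, the direction of every comparison here is that of the labels.

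Gene expression in progenitors was compared in the same way. Of 13618 genes tested, 2 were past an adjusted p of 0.05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, Xist and Tsix, both higher in null. There were 2377 genes (17.5%) at an unadjusted p under 0.05, 1375 of them lower in null. With library totals alone, 464 of 3703 such genes were lower, so the balance of directions depends on the scaling. DESeq2 called 325 genes. Without null replicate 1 the count was 4804 genes. Xist was at 626 and 1399 CPM in null replicates 1 and 2, with 5 and 1 UMIs in WT replicates 1 and 2.

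A list of 14 genes that the study's text names was compared in neurons. The study chose most of them on these libraries, so the list is not independent evidence. Over all genes tested, 0 of the 14 were past an adjusted p of 0.05, and adjusted over the list alone the count was 0 as well (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 5 genes (Myt1, Zeb2, Epha4, Ccnd2 and Apc), all higher in null. DESeq2 called 2 of the list over all genes, Zeb2 and Ccnd2, and 3 when adjusted over the list alone. The log2 fold changes ran from −0.17 for Nkx2-1 to 0.54 for Zeb2, with 9 genes higher and 5 lower in null by TMM or RLE scaling, and 13 higher and 1 lower with library totals alone. Zeb2 (ENSMUSG00000026872, chromosome 2, 44983632 to 45117395) was at 661 and 844 CPM in null replicates 1 and 2 and at 526 and 407 CPM in WT replicates 1 and 2 (log2 fold change 0.54, SE 0.16, adjusted p = 0.163, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Ccnd2 (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193) was at 372 and 444 CPM in null and 288 and 230 CPM in WT (log2 fold change 0.50, SE 0.15, adjusted p = 0.156, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Rnd2 had a log2 fold change of −0.04 (SE 0.12) and Cbx7 of −0.05 (SE 0.29), with 2.04 to 3.07 CPM of Cbx7 per library. With equal numbers of cells of each neuron cluster, the log2 fold changes of the genes at a low unadjusted p fell to 0.12 for Myt1, 0.13 for Zeb2, 0.15 for Epha4 and 0.16 for Apc, while Ccnd2 had 0.40. Leaving out null replicate 1 gave 9 genes of the list past the threshold over all genes. In progenitors, 0 of the 14 were past the threshold by the same test, over all genes or over the list alone, and 4 were at an unadjusted p under 0.05.

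The make-up of the neurons was compared to find whether the genotypes differ in the kinds of neurons they hold. Neurons fell into 22 clusters. By the edgeR quasi-likelihood test on cells per cluster, 0 clusters were past an adjusted p of 0.05 after Benjamini-Hochberg adjustment (smallest adjusted p = 0.0656), and 5 were at an unadjusted p under 0.05. Fisher's exact test over pooled cells, which takes cells as replicates, gave 11 clusters after Bonferroni correction and 3 (clusters 0, 3 and 4) with the added limits on size and fold of the study's methods. Among the alternatives with libraries as replicates, the count moved most on leaving out the clusters with pallial, LGE or CGE markers, where 5 of 16 clusters were past the threshold, clusters 0, 3, 4 and 9 described below among them. The 5 clusters with over 5% of the neurons of a genotype and an at least 2-fold difference of mean shares were clusters 0, 3, 4, 9 and 11. Of the 10 leading genes, 8 in cluster 0, 8 in cluster 9, 6 in cluster 11, 2 in cluster 4 and 0 in cluster 3 differed between the genotypes in neurons at an unadjusted p under 0.05. For that reason, sizes are given from a second clustering without the genes that differed among its variable genes. Its clusters were matched by the cells they share. A real change in the share of a cluster also makes its leading genes differ in the summed neurons. Leaving such genes out can therefore shrink a real difference, and a smaller fold there does not argue for an artifact.

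Leading genes are those of the main clustering, and shares are those of the matched clusters of the second. The match of cluster 0 had a Jaccard index of 0.498 and that of cluster 3 of 0.609, so both shared only part of their cells. The index was 0.761 for cluster 4, 0.920 for cluster 9 and 0.732 for cluster 11. Cluster 0 was led by Epha4, Rfx4, Neb, Plxna4 and Sh3rf3. It held 7.39% and 18.4% of neurons in null replicates 1 and 2 and 5.49% and 4.17% in WT replicates 1 and 2 (2.67-fold larger in null by mean share). Cluster 4 was led by Mef2c, Epha5, Dlgap1, Maf and Gria1, and held 7.01% and 14.1% of neurons in null against 5.16% and 2.69% in WT (2.70-fold larger in null). Cluster 3 was led by Npy, S100a10, Rnd2, Tmem176b and Gm14964. Its share was 3.36% and 0.356% in null replicates 1 and 2 and 12% and 9.81% in WT replicates 1 and 2 (5.87-fold smaller in null). In the main clustering, where none of its leading genes differed, cluster 3 was 8.98-fold smaller, and from 4.90-fold without null replicate 2 to 53.8-fold without null replicate 1. Cluster 9 was led by Gap43, Rac3, Gng3, Serp2 and Khdrbs3 and had a median of 2631 UMIs per cell. It held 0.983% and 1.78% of neurons in null and 5.97% and 9.93% in WT (5.76-fold smaller in null). Cluster 11, led by Nrp2, Adarb2, Dab1, Gbx1 and Sema3c, held 3.74% and 2.85% in null and 4.90% and 7.67% in WT (1.91-fold smaller in null). In each of the 5 clusters both null libraries were on the same side of both WT libraries. None of the differences held up against the spread between replicates in that clustering, with adjusted p from 0.107 to 0.318 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With pallial, LGE and CGE clusters left out of the main clustering, the adjusted p of clusters 0, 3, 4 and 9 was 0.00285, 0.00203, 0.0214 and 0.00203, and with the lowest UMI threshold for all libraries that of clusters 0 and 3 was 0.0186 and 0.0131 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). After RPCA integration of the 4 libraries, clusters 0 and 3 had matches that shared few of their cells (Jaccard index 0.230 and 0.249), so their sizes there are not read, and cluster 4 (0.541) differed 1.12-fold. With the lowest UMI threshold applied to all libraries, cluster 9 differed 1.27-fold.

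**Figure D2:**
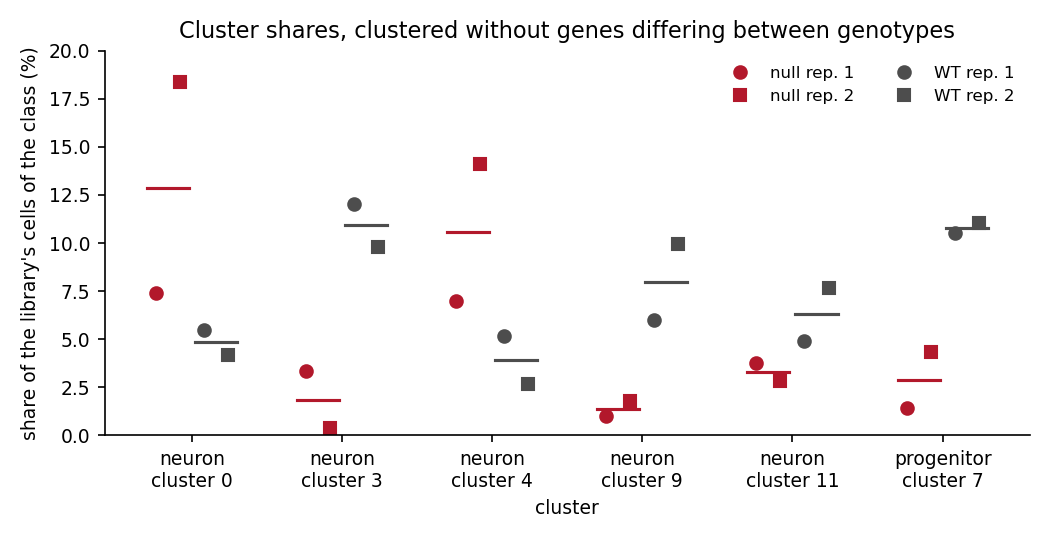
Share of neurons in the matches of clusters 0, 3, 4, 9 and 11, and of progenitors in the match of progenitor cluster 7, in percent. The matches are from the clustering without genes that differed between genotypes. Points are libraries and bars are means of the 2 libraries of a label; cluster 3 held 3.36% and 0.356% of neurons in null and 12% and 9.81% in WT.

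Progenitors fell into 15 clusters. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 0 clusters were past an adjusted p of 0.05 (smallest adjusted p = 0.0723), and 3 were at an unadjusted p under 0.05. Fisher's exact test over pooled cells gave 6 clusters after Bonferroni correction and 1 with the limits on size and fold. Without null replicate 2, 1 cluster was past the threshold. Progenitor cluster 7, led by Pcp4, Mt3, Dbi, AY036118 and Mif, met those limits. It had a median of 3132 UMIs per cell. In the clustering without genes that differed, it held 1.45% and 4.34% of progenitors in null replicates 1 and 2 and 10.5% and 11% in WT replicates 1 and 2 (3.72-fold smaller in null, adjusted p = 0.244, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With male cells only its log2 fold change was −1.97 (adjusted p = 0.000714), and after RPCA integration that of its match was −2.00 (adjusted p = 0.0126, Jaccard index 0.606). Both are from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Its direction flipped with 1 UMI threshold for all libraries, to a log2 fold change of 0.65 with the highest threshold and 0.38 with the lowest. The matches there shared only part of its cells (Jaccard index 0.290 and 0.382).

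The share of progenitors among progenitors and neurons was compared as a measure of the balance between the classes. It was 46.7% in null replicate 1 (95% exact Clopper-Pearson interval 45.4 to 48.0), 42.5% in null replicate 2 (40.8 to 44.1), 42.5% in WT replicate 1 (41.1 to 44.0) and 40.3% in WT replicate 2 (38.8 to 41.7). The means were 44.6% ± 3.01 in null and 41.4% ± 1.63 in WT (SD, n = 2 each). The difference of 3.18 percentage points was not larger than the spread between replicates (two-sided exact permutation test, p = 0.667), and this design cannot give a p below 0.333. Without null replicate 1 the difference was 1.05 points.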

Values the study reported

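After re-clustering, the study listed 14 progenitor clusters, with 3039 WT and 4018 null cells, and 22 neuron clusters, with 5104 WT and 5904 null cells. With a Fisher exact test, it gave a 4.72-fold smaller share of its neuron cluster 4 in null, a 4.74-fold larger share of its neuron cluster 2 and a 2.35-fold larger share of its neuron cluster 5. For St18 in null neurons it gave a lower level with a p of 9.184e-05 in a rank-sum test.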

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

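The tests behind this part were chosen after the Xist values in cells had been seen.

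Background droplets, those with under 100 UMIs, enter no comparison between genotypes, and Xist was read there in each library. It was at 511 CPM in the library labelled null replicate 1 (1037 UMIs) and at 950 CPM in null replicate 2 (2740 UMIs). In the WT libraries it had 0 UMIs, which allows up to 1.66 and 1.57 CPM in replicates 1 and 2. The signal was picked out because it lies in droplets no comparison uses and is absent from the WT libraries at this depth. The cells of the same libraries had 598 and 1468 CPM in neurons, so the background follows the cells. RNA released from female cells of the same pool may account for it: in null replicate 1, 9.40% of cells with at least 3 Xist UMIs had a Y-linked UMI, against 65.1% of cells with at most 1, as pools of both sexes would give. A wrong gene assignment or a strain variant would have to act in some cells of 2 libraries only, and was not tested further. With female cells found in both libraries labelled null and in neither labelled WT, sex and label are partly confounded, and the number of embryos per pool is unknown. A biological explanation through genotype was not tested.

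Of 26 genes compared between neurons and progenitors, 0 moved in opposite directions in every library of the classes. With 2 libraries per label, no group was large enough for a test of outlying samples.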

How the results depend on the processing

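The alternatives with a common UMI threshold, with male cells only, with clusters led by markers of the other class left out and with library totals alone in place of TMM were chosen after the results were seen; the others were fixed beforehand. No paired analysis was possible because the labels carry no replicate numbers shared between the genotypes. Where a library is left out, its genotype has 1 library, which is assumed to vary like the other genotype.

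The fitted change of St18 in neurons stayed below 0 and short of the threshold in 14 of 18 alternatives, but it is too close to 0 for a direction. The log2 fold change ran from −1.10 to 0.46 over the libraries left out, reversing without null replicate 1 (0.46) and without WT replicate 2 (0.04), as it did with library totals alone (0.026). Without null replicate 1 the reversed value was itself past the threshold (adjusted p = 0.0274), as was the −1.10 without null replicate 2, and adjusted p (edgeR quasi-likelihood test or DESeq2, Benjamini-Hochberg) ran from 0.00273 to 0.981. In progenitors it ran from −1.31 to 0.15, and with male cells only it was −1.29 and past the threshold; adjusted p ran from 7.36e-08 to 0.863. That one library decides the direction follows from the spread between the null replicates.

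The number of genes past the threshold depended on the processing more than any other result. In neurons (9 genes), it was 324 with DESeq2, 34 with RLE size factors (9 higher and 25 lower), 341 with library totals alone (258 higher and 83 lower), 455 with no filter on low counts, 69 with at least 500 UMIs, 32 with at least 1000 genes, 101 with the mitochondrial limit of 5%, 5 with equal cells per cluster, 34 with pallial, LGE and CGE clusters left out, 1 with male cells only, 110 with clusters led by progenitor markers left out, and 68 to 3010 with a library left out. With equal cells per cluster, Gbx2, Gm43727, Gm17750 and Gm2000 lost their call. In progenitors (2 genes), it was 325 with DESeq2, 236 with library totals alone, 965 with no filter, 180 with at least 500 UMIs, 21 with the mitochondrial limit of 5%, 159 with no doublets left out, 4 with male cells only, 10 with clusters led by neuron markers left out, and 70 to 4804 with a library left out; the lowest threshold for all libraries gave 3. The 236 progenitor genes with library totals alone were 173 higher and 63 lower in null. The cause of these changes in number was not tested, except that leaving out null replicate 1 or 2 removes the pair of libraries that differ most from the estimate of spread. With male cells only, the gene called in neurons was Gm35082, and those called in progenitors included St18, Gm11808 and Gm35082.

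Of the study's list in neurons, 0 genes were past the threshold over all genes tested, 2 with DESeq2, 2 with no filter, 3 with library totals alone (Zeb2, Epha4 and Ccnd2, higher in null) and 0 to 9 with a library left out. Adjusted over the list alone, the counts were 3 with DESeq2, 8 with library totals alone, 4 with no filter, 3 with at least 500 UMIs, 3 with pallial, LGE and CGE clusters left out, 2 with male cells only, 4 with clusters led by progenitor markers left out, and 0 to 9 with a library left out. Genes whose direction reversed had main log2 fold changes within 0.39 of 0. Rnd2 reversed with at least 500 UMIs (0.065), without WT replicate 1 and with male cells only (0.15), and ran from −0.12 to 0.042 with a library left out. Cbx7 reversed with the mitochondrial limit of 5% (0.018), with pallial, LGE and CGE clusters left out (0.11), without null replicate 1, without WT replicate 2, with the highest threshold (0.0022) and with male cells only (0.12), and ran from −0.30 to 0.20 with a library left out. With equal cells per cluster, Zeb2 fell to 0.13, Epha4 to 0.15, Apc to 0.16 and Myt1 to 0.12, and Maf (−0.093), Ackr3 (−0.20) and Erbb4 (−0.022) reversed. With a library left out, Myt1l ran from −0.15 to 0.023, above 0 without null replicate 1 and without WT replicate 2, and Ackr3 from −0.17 to 0.33, below 0 without null replicate 2 and without WT replicate 2. With library totals alone, Myt1l (0.078), Cbx7 (0.10) and Rnd2 (0.11) reversed, since totals alone raise all genes in null neurons by a median log2 of 0.15. The 4 Y-linked genes were then past the threshold in neurons, lower in null. With no filter on low counts they were past it in both classes. DESeq2 called Kdm5d in neurons and Ddx3y, Uty and Kdm5d in progenitors, also lower in null. Uty in progenitors reversed with male cells only (0.14). The cause of the other reversals was not tested.

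For neuron clusters, 17 of 22 alternatives gave 0 past the threshold. The count was 5 with pallial, LGE and CGE clusters left out, 1 with at least 1000 genes, 2 with no doublets left out, 3 with the lowest threshold and 3 by Fisher's exact test with the limits of the study's methods; with a library left out it was 0 in every case. Those past the threshold included clusters 0, 3, 4 and 9 with pallial, LGE and CGE clusters left out, clusters 0 and 3 with the lowest threshold, clusters 0 and 9 with no doublets left out, and cluster 9 with at least 1000 genes. Cluster 3 reversed under RPCA integration (0.16), where its match and that of cluster 0 shared few cells with them (Jaccard index 0.249 and 0.230), so neither is read there. Clusters 4 and 11 kept their direction in 21 of 21 alternatives, cluster 0 in the 20 other than RPCA integration, and cluster 9 in the 18 where it was matched; at 500 UMIs and with the highest threshold, thinned or not, it had no match. For progenitor clusters, 15 of 21 alternatives gave 0, and 1 was past the threshold with male cells only, with at least 500 UMIs, under RPCA integration, with the highest threshold and thinning, and by Fisher's exact test; with a library left out it was 0 to 1. Progenitor cluster 7 was the cluster past the threshold with male cells only, under RPCA integration and by Fisher's exact test. It reversed with the highest UMI threshold (0.65), the lowest (0.38) and the highest with thinning (0.55). Its matches there shared only part of its cells (Jaccard index 0.290, 0.382 and 0.303). A dependence of its size on the UMI threshold set per library is therefore not certain. The share of progenitors was higher in null in 15 of 15 alternatives, by 0.305 to 5.80 percentage points, and by 1.05 to 5.31 with a library left out.

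Depth limits the genes near the detection limit: Cbx7 had 31 to 56 UMIs per library in neurons. In simulated neurons of the same depth, 94% of genes changed by a log2 of 2 were recovered, and smaller changes were not simulated. With male cells only the count of 1 gene rests on fewer UMIs.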

Other observations

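The tests on St18 within libraries, on Xist, and on neuron clusters 0, 3, 4 and 9 and progenitor cluster 7 were chosen after those results had been seen; the tests on the excess of genes at a low unadjusted p were written down before they were run, apart from the limit of 10% and the comparison over libraries left out, which are used to read them.

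St18 in the library labelled null replicate 2 was at 77.8 CPM in neurons, above both WT libraries. A wrong label for the whole library is argued against by its male neurons, at 30.4 CPM (25.2 to 36.5), below the male neurons of both WT libraries and at the level of those in null replicate 1 (30). A sex difference in St18 is argued against by null replicate 1, where the female-to-male ratio was 0.726. The cluster make-up is argued against because null replicate 2 was above null replicate 1 in 17 of the 17 neuron clusters with enough counts. Free RNA is argued against by the level of 98.3 CPM in female neurons, where background droplets of the library had 32.6 CPM (26.3 to 39.9). What stays open is that the pool held cells of more than 1 St18 level, the higher among female cells: the female-to-male ratio was 3.23 in neurons (2.67 to 3.94), rank 18 of 9257 autosomal genes, and 3.46 in progenitors, rank 4 of 9620. A candidate explanation is an embryo in the pool with another St18 genotype, or a strain variant at the locus on the mixed background. Neither was tested. A genotype with the St18 level of the WT male cells would not by itself account for the height of the signal. Female neurons were at 98.3 CPM, against 47.1 and 64.2 CPM in male neurons of WT replicates 1 and 2. In progenitors it was 61.8 against 33.8 and 42.1 CPM. The WT libraries held no cells classed as female for a like comparison. Whatever the source, contrasts between the labels in this dataset may be diluted or shifted by the female cells of null replicate 2 if their genotype differs. Whether they are was not tested. The male cells are the part of both null libraries where St18 goes with the labels. Their log2 fold change of St18 was −0.998 in neurons (adjusted p = 0.136) and −1.29 in progenitors (adjusted p = 0.0490, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Over all alternatives, adjusted p ran from 0.00273 to 0.981 in neurons and from 7.36e-08 to 0.863 in progenitors.

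Xist and the Y-linked genes separate the libraries by the sex make-up of the pools. In null replicate 1, 9.40% of cells with at least 3 Xist UMIs had a Y-linked UMI, and in null replicate 2 it was 5.49%, against 65.1% and 72.0% of cells with at most 1 Xist UMI. The Y-linked total was 63.0% and 36.2% of the WT mean. The data suggest that both null pools held embryos of both sexes and both WT pools male embryos only, so sex differences between the labels are part of every comparison over all cells.

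Neuron clusters 0 and 4 were larger and cluster 3 smaller in the libraries labelled null. Sex make-up is argued against: within the null libraries, the largest ratio of shares between the sexes in the direction of the shift was 1.56 (cluster 3 in null replicate 2, with 2 female cells and 1 male cell), far from the difference between the labels. A UMI threshold that differs between libraries is argued against as the whole source for clusters 0 and 3, with a smallest fold of 2.87 over 3 thresholds common to all libraries. Their adjusted p was 0.0186 and 0.0131 with the lowest (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In the same test it was 0.0663 and 0.101 with at least 500 UMIs and 0.103 for both with the highest. The matches at those 2 thresholds shared only part of their cells (Jaccard index 0.359 to 0.452). For cluster 4 the threshold cannot be told apart, because the fold was 1.48 with at least 500 UMIs and 2.76 with the highest threshold. Genes that differ and define the clusters cannot be told apart for any of the 3. Without them the smallest fold was 2.67, each fold was smaller than with them, and none exceeded the spread between replicates. Leaving them out can shrink a real change in share as well, so the smaller folds do not decide it. The match of cluster 0 in that clustering shared only part of its cells (Jaccard index 0.498). UMIs per cell cannot be told apart either. With the highest threshold and thinned cells, the fold was 2.45 for cluster 0, 3.77 for cluster 3 and 1.17 for cluster 4, and with thinning alone it was 2.87, 9.22 and 2.55. Cluster 3 thus stayed as far apart with thinning alone as in the main clustering (8.98), which goes against this explanation for it, but its adjusted p was 0.0929 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), so the spread between replicates was not exceeded. A difference between the pools other than genotype cannot be told apart, since each pool has 1 genotype. RPCA integration does not decide it. The largest fold of the 3 clusters was then 1.31, but integration may remove differences of any origin that separate the libraries. It did not remove all of them: cluster 9 was still 3.85-fold smaller in null (Jaccard index 0.801) and cluster 11 1.93-fold smaller (0.618). The matches of clusters 0 and 3 shared few of their cells (Jaccard index 0.230 and 0.249). A biological difference between genotypes stays open and was not tested apart from these.

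Within null replicate 2, a higher level of the St18 transcript did not go with a larger share of cluster 3. Only 2 female cells and 1 male cell of that library fell in the cluster. Female neurons of that library, with the higher St18, had 0.153% of their number in cluster 3 (0.0186 to 0.553, exact binomial) and male neurons 0.240% (0.00607 to 1.33), while male neurons of the WT libraries had 13.7% and 11.5%. Null replicate 1 had 2.36% in female and 2.58% in male neurons. Whether St18 function accounts for the share cannot be read from these values. The study describes a transcript that persists from the deleted allele with no protein detected, and proposes that St18 acts in progenitors.

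Neuron cluster 9 and progenitor cluster 7 were smaller in null and had the low median UMI counts of 2631 and 3132. The UMI threshold that differs between the libraries may account for this. With the lowest threshold for all libraries, the larger fold of these clusters was 1.31, and progenitor cluster 7 then was larger in null. Their matches there shared only part of their cells (Jaccard index 0.497 and 0.382), which limits this reading. They may hold barcodes of low quality that the higher thresholds of the null libraries leave out.

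In neurons, 17.6% of genes had an unadjusted p under 0.05, where 5% would be seen with no difference. The share depends on single libraries: it was 7.66% without WT replicate 2, 9.99% without WT replicate 1, 19.4% without null replicate 2 and 34.6% without null replicate 1. Each correction was therefore compared over the same sets of libraries, and counts against an explanation only where most of the excess over 5% stayed in every set. Gene length is argued against as the whole source: after the length correction the share was 15.5%, with 67 genes past an adjusted p of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and with a library left out it was 8.29% to 22.5%. In simulated neurons with a length trend alone, the same correction brought the share to 5.29%. These had less spread than the data and 1 linear trend in both null libraries. How the correction does with a trend between the null replicates was thus not simulated. A part may still come from length, as Spearman's correlation across genes of transcript length with the change of null over WT was 0.411 and with that of null replicate 2 over replicate 1 it was 0.373 (genes are not independent replicates). A UMI threshold that differs between libraries is argued against as the whole source by 16.9% with the highest threshold for all libraries, and 7.55% to 33.8% with a library left out, close to the values without it. Cluster make-up and sex make-up cannot be told apart, because the excess stayed without either null replicate but mostly went without either WT replicate. The share was 13.2% with equal cells per neuron cluster and 13.7% with male cells only, but it fell to 4.86% and 6.48% without WT replicate 1 and to 5.44% and 4.66% without WT replicate 2. The other splits of the 4 libraries into pairs gave 198 and 172 genes, so 1 of 3 splits reached the real count, and chance cannot be excluded because 3 splits are too few. A difference between pools in handling, strain make-up or genotype stays open and untested.

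The adjusted p for St18 in neurons over libraries was 0.872 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). That is higher than the p quoted from the study above, which came from a test over cells. Clusters were rebuilt here, so their numbers and shares have no direction against those of the study.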
